A study of Mus musculus with 49 samples. Its data were reported in "Leukaemia cell of origin identified by chromatin landscape of bulk tumour cells" (2016).

How the data were processed

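Gene expression was measured by RNA sequencing in 49 mouse samples in 10 groups. Normal bone marrow cells had been sorted into long-term haematopoietic stem cells (LT-HSC, n = 5), short-term haematopoietic stem cells (ST-HSC, n = 5), multipotent progenitors (MPP, n = 6), common myeloid progenitors (CMP, n = 5), granulocyte-macrophage progenitors (GMP, n = 5) and megakaryocyte-erythrocyte progenitors (MEP, n = 4). Leukaemias driven by the MLL-AF9 (MA9) fusion were named for the normal cell in which they were started: GMP:MA9 (6 samples), CMP:MA9 (4 samples), MPP:MA9 (6 samples) and STHSC:MA9 (3 samples). Groups and replicate numbers were taken from the sample labels.

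The authors deposited FPKM values (fragment counts scaled by transcript length and by the mapped fragments of the library) for 38253 Ensembl genes, estimated with RSEM from amplified cDNA libraries and rounded by the authors to 2 decimals. The aligner, genome build and annotation behind these FPKM values were not stated. The authors ran their own differential expression test with edgeR on RSEM counts, which were not used here. Of 68 columns, 49 matched a sample label and 19 matched none and were not used. A symbol and position were found for 33068 genes in the GENCODE M1 annotation of the NCBIM37 assembly, and all coordinates are from that annotation, 1-based.

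Expression was compared on log2(FPKM + 1), and a fold change on this scale understates the change of genes with low values. Genes with a mean of at least 1 FPKM over the samples of a fit were tested with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with a mean-variance trend, two-sided), with Benjamini-Hochberg adjustment. A gene was called at an adjusted p below 0.05 and an absolute log2 change above 1. The 19 leukaemias shared one fit, the 4 leukaemia and 4 matched normal groups a second, and the 6 normal groups another. An F test asked whether the change from normal cell to leukaemia differed among the 4 origins. Principal components were computed on centred values. Shares of the summed squared Euclidean distance between groups were tested by 100000 permutations, or exactly over 969 splits. The MHC class II score was the mean log2(FPKM + 1) of 10 genes, and it and Evi1 (Mecom) were compared by exact permutation tests, two-sided, adjusted over 4 tests. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

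The groups, tests, thresholds, a first set of alternatives and the rule for naming genes were fixed before the data were examined. The named genes are a list of genes, chosen from the text of the study and so not independent of what it found in these samples, and the largest changes among called genes with a symbol in which every sample of one side lay above every sample of the other (3 rises and 3 falls for STHSC:MA9 against MPP:MA9, for STHSC:MA9 against the mean of the others and for each leukaemia against its normal cell; the 2 largest for the other leukaemia pairs; 2 rises and 2 falls for each step among normal cells). The rest of these are counted or left without full values. Gene length, GC content and the percent of 31-base windows shared with another gene came from merged exons of the annotation.

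The functions were tested on simulated values, although parts of the deposited table had been examined by then. With 200 of 12042 genes changed 8-fold, 198 were recovered with 4 false calls, and with none changed 0 genes were called. The changed genes were drawn from those well above the filter, with independent normal noise for each gene. Recovery of smaller changes or of lower genes was thus not tested. A simulated GC trend gave 24 false calls among 12114 genes, and 0 after correction.

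The first set of alternatives was a pseudocount of 0.1, no filter on low values, median-ratio scaling of samples, a fit of only the groups compared, the replicate number as a block, no fold threshold, and leaving out each replicate. Groups share replicate numbers, and the labels do not say whether the same number means a shared batch. The study states that each sample came from its own mouse and that replicate experiments were done, and the labels do not say which samples belong to which experiment. Chosen after seeing the data were a correction for GC content and length, the same with the replicate block, GC or length alone, identical gene IDs counted once, leaving out genes that share sequence, and a granulocyte score as a covariate. The correction removed from each sample a smooth trend of its deviation from the gene means.

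Total read numbers were not part of the values. Relative depth was estimated from low genes, whose FPKM are multiples of the worth of 1 read, over 21787 genes; 97.0% of sample pairs fitted with a residual SD of 0.0157 on the log2 scale. This gives ratios of depth between samples and no counts, so no interval or floor was computed.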

Results

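The transcriptomes of 30 normal samples and 19 MA9 leukaemias were examined to ask how far a leukaemia carries the expression pattern of the cell in which it began. Between 15282 and 17852 genes were above 0 in a sample, and the summed FPKM ranged from 694414 to 955433. Relative to the median sample, depth ranged from 0.489 in LT-HSC replicate 5 to 1.55 in CMP replicate 2, and the STHSC:MA9 samples were at 0.562, 0.597 and 0.852. Mitochondrial genes took from 12.5% to 36.7% of the summed FPKM. No pair of samples held identical values.

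The first 3 principal components held 66.7% of the variance over 12666 genes, with 49.7%, 9.08% and 7.88% each. With genes scaled to unit variance the share was 54.8%. PC1 parted every leukaemia, from 61.3 upwards, from every normal sample, up to 5.44. Among leukaemias, the 4 origins accounted for 29.5% of the summed squared distance (permutation test, p = 4.0e-05), and STHSC:MA9 against the others for 11.6% (exact permutation test, p = 0.00516).

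**Figure D1:**
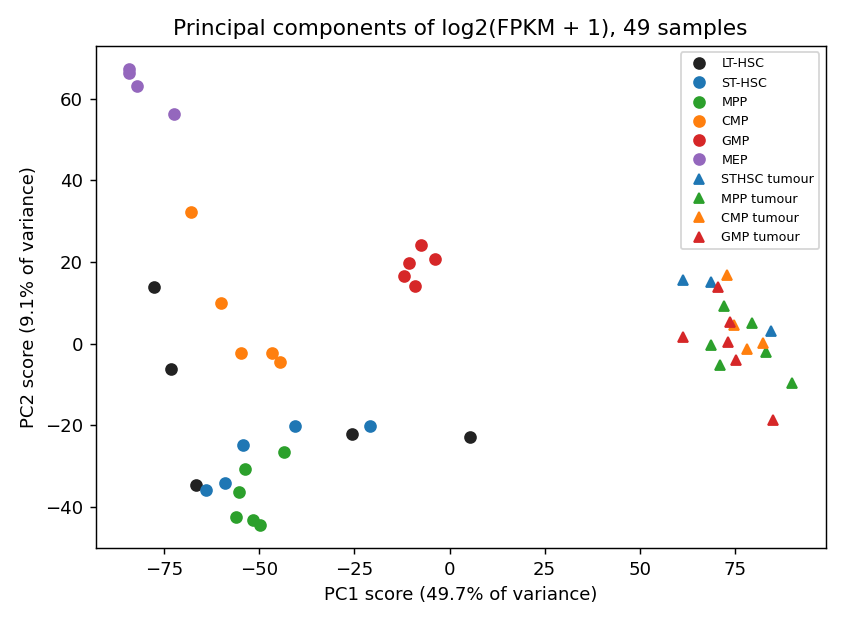
Each point is 1 of 49 samples placed by its scores on PC1 and PC2 of log2(FPKM + 1), circles for normal groups and triangles for leukaemias. All leukaemias have PC1 scores of at least 61.3, and all normal samples are at or below 5.44.

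Each leukaemia was correlated across genes with the mean profile of the 6 normal groups to ask which normal cell it resembled. All 19 leukaemias were closest to GMP, so that 6 of them, the GMP:MA9 samples, were closest to their own origin. Genes are not independent replicates, and no test was made of this count.

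Differences between leukaemias by origin were then counted over 12128 genes, and 584 genes were called in at least 1 of the 6 pairs. Between STHSC:MA9 and MPP:MA9 there were 349 genes, 50 higher and 299 lower in STHSC:MA9. With the replicate block the count was 255; same-numbered samples of these groups had a mean correlation of -0.211 in their deviations. After correction for GC content and length, an alternative chosen after seeing the data, the count was 48, with 17 higher and 31 lower, and with the block as well it was 20. Median-ratio scaling gave 71 higher and 216 lower. The log2 changes of this pair had a Spearman correlation of -0.485 with GC content across 11655 genes, which are not independent replicates.

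STHSC:MA9 differed from CMP:MA9 in 44 genes (20 higher, 24 lower), and with the replicate block in 18 (12 higher, 6 lower; correlation of same-numbered samples 0.138). Median-ratio scaling gave 23 higher and 16 lower. STHSC:MA9 differed from GMP:MA9 in 65 genes (38 higher, 27 lower), and with the replicate block in 35 (25 higher, 10 lower; correlation -0.160). MPP:MA9 differed from CMP:MA9 in 14 genes (12 higher, 2 lower). MPP:MA9 differed from GMP:MA9 in 270 genes (169 higher, 101 lower), or 119 higher and 112 lower under median-ratio scaling. CMP:MA9 differed from GMP:MA9 in 25 genes (21 higher, 4 lower), and with the replicate block in 7 (5 higher, 2 lower; correlation -0.147). After the GC and length correction the counts were 16 (11 higher, 5 lower), 60 (38 and 22), 14 (12 and 2), 113 (58 and 55) and 13 (7 and 6) in the same order, and 180 genes were called in any pair.

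**Figure D2:**
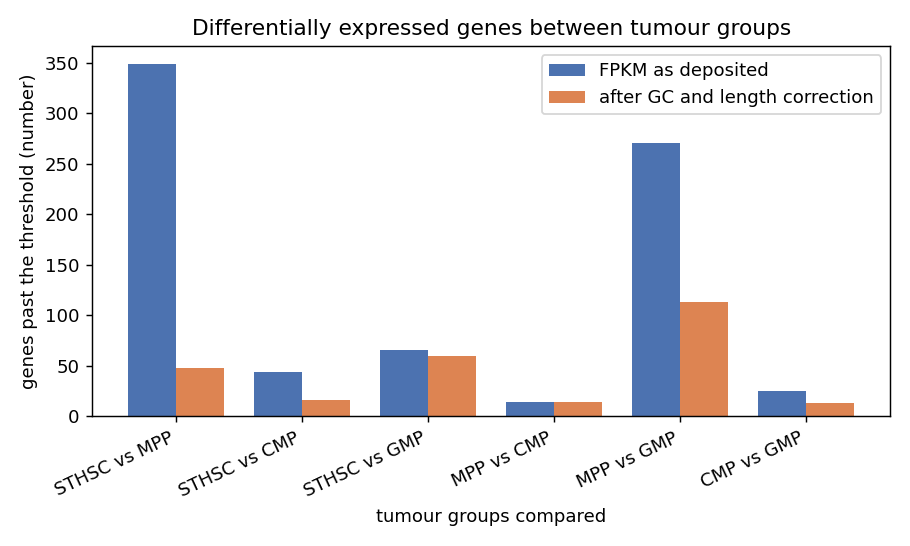
Bars give the number of genes called between each pair of leukaemia groups, from FPKM as deposited and after the GC and length correction. The count for STHSC against MPP falls from 349 to 48 and that for MPP against CMP stays at 14.

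The trend on GC content differed by origin. The slope of a sample's deviation from the leukaemia means was between 0.182 and 0.277 log2 units per 10 percentage points of GC in all 6 MPP:MA9 samples, between -0.224 and -0.103 in all 6 GMP:MA9 samples and between -0.198 and -0.138 in the 3 STHSC:MA9 samples. It was between -0.00374 and 0.108 in CMP:MA9. The labels do not identify the replicate experiments or a library batch, so the origin and any batch that follows it cannot be told apart.

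**Figure D3:**
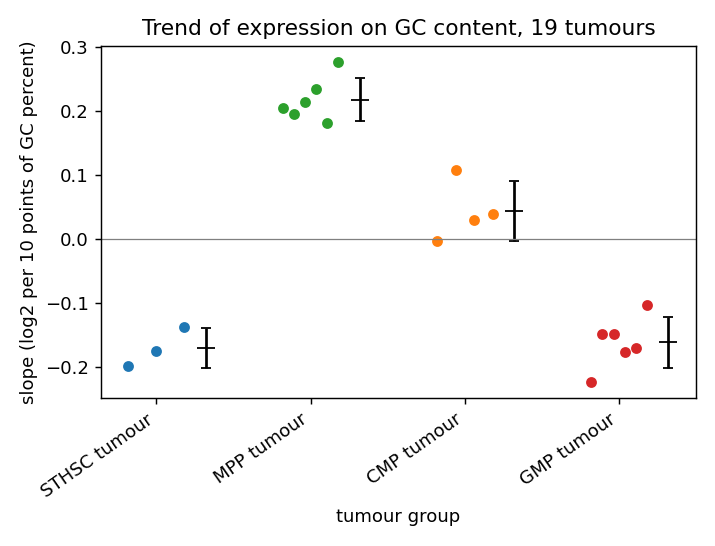
Points are the 19 leukaemias and bars the mean and SD of each group; the vertical axis is the slope of log2 expression per 10 percentage points of GC content. The MPP:MA9 samples lie above 0.18 and the GMP:MA9 and STHSC:MA9 samples below -0.10.

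Several of the largest differences lay in genes that share sequence with others, whose FPKM are uncertain where reads could be divided among copies. Atp5g2 (ENSMUSG00000062683, chromosome 15, 102493299 to 102501478), with 66.6% of its sequence shared, was listed at 0 in all 3 samples of STHSC:MA9 and listed at 0 in all 6 samples of GMP:MA9. It was at 20.9 ± 10.9 FPKM (SD, n = 6) in MPP:MA9 and 18.7 ± 6.91 FPKM (SD, n = 4) in CMP:MA9. Etohi1 (ENSMUSG00000074519, chromosome 2, 177757989 to 177768727), 66.3% shared, was at 27.2 ± 7.04 FPKM (SD, n = 6) in MPP:MA9 and 0.0517 ± 0.0900 FPKM (SD, n = 6) in GMP:MA9 (log2 change 4.71, SE 0.47, limma adjusted p = 1.07e-05). Bmyc (ENSMUSG00000049086, chromosome 2, 25562399 to 25563237), 55.4% shared, was lower in STHSC:MA9, at 12.7 ± 1.33 FPKM (SD, n = 3), than in MPP:MA9, at 109.7 ± 67.7 FPKM (SD, n = 6) (log2 change -2.79, SE 0.50, limma adjusted p = 0.00195). Dynlt1-ps1 (100% shared), Gm4631 (56.2%) and Gm12751 (92.6%) were also named by the rule. Among genes with little shared sequence, Thbs1 (ENSMUSG00000040152, chromosome 2, 117937612 to 117952869) was higher in STHSC:MA9, at 26.0 ± 9.16 FPKM (SD, n = 3), than in GMP:MA9, at 1.86 ± 1.83 FPKM (SD, n = 6) (log2 change 3.42, SE 0.80, limma adjusted p = 0.045), but was not past the threshold with a pseudocount of 0.1 (adjusted p = 0.0511), with no filter on low values (0.0718) or with the replicate block (0.16). Gm15232, D630023F18Rik and 7SK rose in STHSC:MA9 against MPP:MA9 and were not past the threshold after the GC and length correction.

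STHSC:MA9 was compared with the mean of the 3 other leukaemias to find genes particular to it, and 103 were called (39 higher, 64 lower). With the replicate block 39 were called (18 higher, 21 lower), after the GC and length correction 29 (19 higher, 10 lower) and with a pseudocount of 0.1 173 (35 higher, 138 lower). Median-ratio scaling gave 46 higher and 47 lower, so the side with more genes depended on the setting. Ldhb (ENSMUSG00000030246, chromosome 6, 142438769 to 142456477) was at 40.5 ± 7.12 FPKM (SD, n = 3) in STHSC:MA9, from 32.9 FPKM upwards, and up to 24.3 FPKM in the 16 others (log2 change 1.79, SE 0.44, limma adjusted p = 0.0331 against the mean of the others). Phyh (ENSMUSG00000026664, chromosome 2, 4840065 to 4859776) was also higher (log2 change 1.38, SE 0.27, limma adjusted p = 0.0128). Tcf4 (ENSMUSG00000053477, chromosome 18, 69503800 to 69847621) was lower, at 11.4 ± 4.41 FPKM (SD, n = 3) in STHSC:MA9, up to 16.5 FPKM, and from 19.5 FPKM upwards in the 16 others (log2 change -2.44, SE 0.57, limma adjusted p = 0.0273), and so was Pou2f2 (ENSMUSG00000008496, chromosome 7, 25877472 to 25917507) (log2 change -1.75, SE 0.33, limma adjusted p = 0.0112). After the GC and length correction Phyh stayed past the threshold (adjusted p = 0.0282) and Ldhb, Tcf4 and Pou2f2 did not (adjusted p = 0.0527 for each). With the replicate block Pou2f2 stayed past it and Phyh (adjusted p = 0.0691), Ldhb (0.0969) and Tcf4 (0.0882) did not, so none of the 4 passed under both.

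MHC class II genes present antigen. They were put on the fixed list because the study had described them as lower in STHSC:MA9 in these same samples, so the test below is not independent of that description. Their score was 2.84 ± 0.201 (SD, n = 3) in STHSC:MA9 and 4.18 ± 0.665 (SD, n = 16) in the other leukaemias, a difference of -1.35 (exact permutation test, p = 0.00103, the smallest that 969 splits allow, adjusted p = 0.00413), and all 3 STHSC:MA9 samples, up to 2.99, lay below the 16 others, from 3.18. The granulocyte score, the mean log2(FPKM + 1) of granulocyte genes, was highest on average in STHSC:MA9, at 7.18 ± 0.517 (SD, n = 3). It averaged 6.46 in MPP:MA9, 5.54 in CMP:MA9 and 5.43 in GMP:MA9, and the test did not account for it. MPP:MA9 replicate 2 had a higher one, 8.74, with an MHC class II score of 4.12. In normal cells the MHC class II score was 4.23 ± 0.388 (SD, n = 5) in ST-HSC and 4.16 ± 0.856 (SD, n = 16) in MPP, CMP and GMP pooled (exact permutation test, p = 0.867). The pooled groups lay on both sides of ST-HSC, with 4.84 ± 0.392 (SD, n = 6) in MPP, 4.28 ± 0.425 (SD, n = 5) in CMP and 3.23 ± 0.769 (SD, n = 5) in GMP, and ST-HSC was not tested against each alone. The antibody gene Igkc was high on average in ST-HSC and MPP, and the score was not corrected for RNA from B cells. Thus the normal comparison cannot show that the difference was absent before transformation. Whether the leukaemia difference exceeded the normal one was not tested. Singly, Cd74 (ENSMUSG00000024610, chromosome 18, 60963502 to 60972300) was at 12.5 ± 4.05 FPKM (SD, n = 3) in STHSC:MA9, 95.1 ± 38.1 FPKM (SD, n = 6) in MPP:MA9, 127 ± 114 FPKM (SD, n = 4) in CMP:MA9 and 227 ± 181 FPKM (SD, n = 6) in GMP:MA9 (against the mean of the 3 others, log2 change -2.91, SE 0.85, limma adjusted p = 0.0612 over all genes). Over the fixed list alone, limma adjusted p was 0.00898 for Cd74, 0.00698 for H2-DMb1, 0.0158 for H2-Eb1, 0.0238 for H2-Aa and 0.0343 for H2-Ob. It was 0.0546 for H2-Ab1 and H2-Oa, 0.0646 for H2-DMa and 0.332 for H2-DMb2. GMP:MA9 replicate 1, at 13.0 FPKM of Cd74, lay within the STHSC:MA9 range of 9.44 to 17.1 FPKM, and no MHC class II gene passed over all genes. Cbfa2t3 (ENSMUSG00000006362, chromosome 8, 125152639 to 125223009) did (log2 change -1.29, SE 0.31, limma adjusted p = 0.0314), and did not after the GC and length correction (adjusted p = 0.102), with the replicate block (0.118) or with no filter on low values (0.0504).

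**Figure D4:**
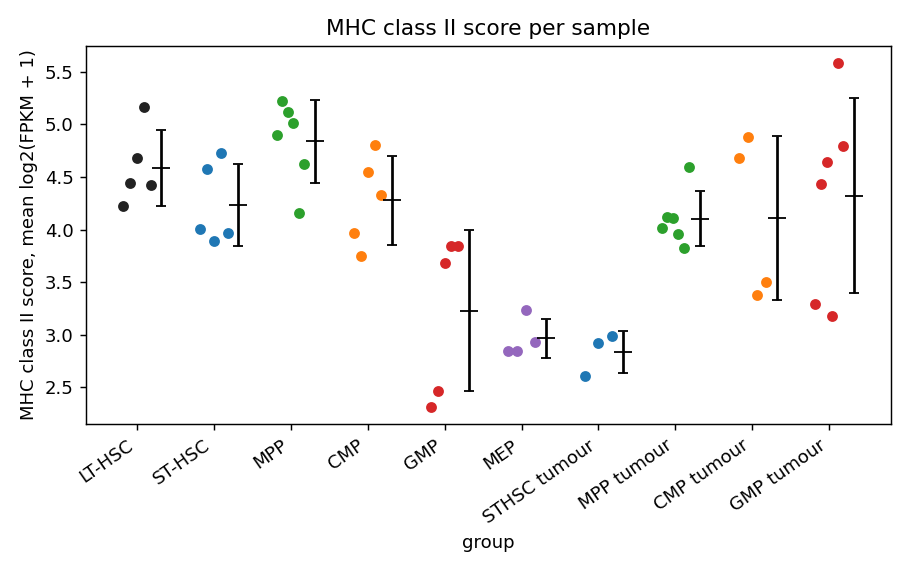
Points are the MHC class II score of each of 49 samples and bars the mean and SD of each group; the vertical axis is the mean log2(FPKM + 1) of the list. The STHSC tumour samples lie between 2.61 and 2.99, below all other tumours.

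Evi1 (ENSMUSG00000027684, chromosome 3, 29850221 to 30446930) was at 28.4 ± 27.7 FPKM (SD, n = 6) in MPP:MA9, 0.670 ± 1.32 FPKM (SD, n = 4) in CMP:MA9 and 4.43 ± 10.4 FPKM (SD, n = 6) in GMP:MA9. It was at 25.3 ± 11.6 FPKM (SD, n = 3) in STHSC:MA9. The log2 difference of MPP:MA9 was 3.22 from CMP:MA9 (exact permutation test, p = 0.0476, adjusted p = 0.0693) and 2.74 from GMP:MA9 (exact permutation test, p = 0.0519, adjusted p = 0.0693). MPP:MA9 samples ranged from 0.30 to 61.99 FPKM, and neither difference passed the exact test after adjustment. With a pseudocount of 0.1 both did (exact permutation test, p = 0.0286 against CMP:MA9 and 0.0325 against GMP:MA9, adjusted p = 0.0433 for both). In the limma fit the adjusted p was 0.38 against CMP:MA9 and 0.0602 against GMP:MA9 over all genes and 0.0182 and 0.0224 over the fixed list, and that against GMP:MA9 over all genes was 0.0207 with the replicate block and 0.0386 with a pseudocount of 0.1.

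Over the fixed list, 35 tests were made; 12 passed an adjusted p of 0.05 over all genes and 19 over the list alone. Crybg3 (ENSMUSG00000022723, chromosome 16, 59490601 to 59555578) was higher in each leukaemia than in its normal cell, with log2 changes from 1.46 to 1.98. Its neighbour Mina, which overlaps it on the other strand, was lower, with log2 changes from -0.73 to -0.29, a limma adjusted p of 0.0031 for MPP:MA9 and 0.00279 for CMP:MA9 and no significant change for STHSC:MA9 (0.287) or GMP:MA9 (0.179), in each case less than a fold change of 2. Hoxa9 (ENSMUSG00000038227, chromosome 6, 52173099 to 52181088) was at 28.2 ± 10.2 FPKM (SD, n = 6) in GMP:MA9 and 3.01 ± 0.554 FPKM (SD, n = 5) in GMP (log2 change 2.78, SE 0.25, limma adjusted p = 1.79e-11), and did not differ between MPP:MA9 and MPP (limma adjusted p = 0.4). It was also higher in CMP:MA9 than in CMP (log2 change 1.68, SE 0.27, limma adjusted p = 2.58e-06). The rise from ST-HSC to STHSC:MA9 was smaller (log2 change 0.80, SE 0.30, limma adjusted p = 0.0251). Meis1 (ENSMUSG00000020160, chromosome 11, 18780433 to 18918961) rose from GMP to GMP:MA9 (log2 change 2.65, SE 0.27, limma adjusted p = 3.31e-10) and was lower in STHSC:MA9 than in ST-HSC (log2 change -0.94, SE 0.32, limma adjusted p = 0.0156). The change differed among the 4 origins for Hoxa9 (limma F test, adjusted p = 2.09e-06) and Meis1 (adjusted p = 7.99e-09), and not for Crybg3 (adjusted p = 0.185) or Mina (adjusted p = 0.407). For Hoxa9 and Meis1, the test does not part a difference among normal cells from one among leukaemias. Alcam, Hoxa5, Lrrc4c, Armc1, Suv39h2, Rac2 and Tap2 did not differ between their leukaemia and the 3 others, and Ciita and Bambi were below the filter.

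Genes called between STHSC:MA9 and another leukaemia were followed in normal cells to ask whether the difference was there before transformation. Of 348 genes that separated STHSC:MA9 from MPP:MA9, 84.5% differed in the same direction between ST-HSC and MPP, at percentile 100 of 10000 expression-matched random lists (random median 65.2%). For STHSC:MA9 against CMP:MA9 it was 84.1% of 44 genes (percentile 99.99) and against GMP:MA9 50.8% of 65 genes (percentile 90). After the GC and length correction the shares were 85.4%, 81.3% and 56.7%, and the random medians 56.3%, 50% and 43.3%.

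Leukaemias were compared with their normal cell over 12600 genes. By the study's methods, leukaemia RNA came from bulk leukaemia cells sorted from the spleen. Normal cells were stem and progenitor cells sorted from bone marrow, so transformation cannot be told apart from tissue and type of cell sorted. There were 3045 genes between STHSC:MA9 and ST-HSC (1551 higher, 1494 lower), 3412 between MPP:MA9 and MPP (1701 higher, 1711 lower), 3508 between CMP:MA9 and CMP (1641 higher, 1867 lower; 1923 and 1436 under median-ratio scaling, which shifted the median log2 change of all genes by 0.15) and 2820 between GMP:MA9 and GMP (1703 higher, 1117 lower). Stefin genes on chromosome 16 were among the largest rises at every origin: Stfa1 (ENSMUSG00000071562, chromosome 16, 36277213 to 36285457), 62.3% of it shared with other genes, went from 1.20 ± 0.917 FPKM (SD, n = 6) in MPP to 2455 ± 2015 FPKM (SD, n = 6) in MPP:MA9 (log2 change 9.72, SE 0.69, limma adjusted p = 1.08e-14). Hpgd (ENSMUSG00000031613, chromosome 8, 58773349 to 58799843) went from 2.03 ± 0.656 FPKM (SD, n = 5) in GMP to 766 ± 113 FPKM (SD, n = 6) in GMP:MA9 (log2 change 7.99, SE 0.25, limma adjusted p = 1.37e-24). Dntt (ENSMUSG00000025014, chromosome 19, 41103765 to 41134013) fell from 269 ± 29.4 FPKM (SD, n = 6) to 0.120 ± 0.0807 FPKM (SD, n = 6) in MPP:MA9 (log2 change -7.91, SE 0.26, limma adjusted p = 2.76e-24), Mpo (ENSMUSG00000009350, chromosome 11, 87607083 to 87617915) from 12761 ± 1465 FPKM (SD, n = 5) to 83.4 ± 90.4 FPKM (SD, n = 6) in GMP:MA9 (log2 change -7.95, SE 0.53, limma adjusted p = 1.38e-14) and Car2 (ENSMUSG00000027562, chromosome 3, 14886426 to 14900769) from 431 ± 362 FPKM (SD, n = 5) to 0.0825 ± 0.134 FPKM (SD, n = 4) in CMP:MA9 (log2 change -8.28, SE 0.56, limma adjusted p = 1.08e-14). The change differed among the 4 origins for 4790 genes (limma F test), and a difference among the normal cells alone could also give this.

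Normal cells were compared along the steps of differentiation over 12367 genes. LT-HSC and ST-HSC differed in 280 genes (95 higher, 185 lower), with the replicate block in 273 (correlation of same-numbered samples 0.285), and under median-ratio scaling in 138 higher and 113 lower. The granulocyte gene S100a8 was above 1000 FPKM in 4 of these 10 samples, replicates 4 and 5 of each group. ST-HSC and MPP differed in 425 (162 higher, 263 lower; 204 and 171 under median-ratio scaling). MPP and CMP differed in 534 (350 higher, 184 lower), with the replicate block in 563 (correlation -0.136). CMP and GMP differed in 1391 (982 higher, 409 lower; 655 and 589 under median-ratio scaling), with the replicate block in 1403 (correlation 0.156). CMP and MEP differed in 1464 (1174 higher, 290 lower; 935 and 408 under median-ratio scaling). Ctsg (ENSMUSG00000040314, chromosome 14, 56718718 to 56721411) was lower in LT-HSC, at 13.6 ± 14.1 FPKM (SD, n = 5), than in ST-HSC, at 147 ± 88.1 FPKM (SD, n = 5) (log2 change -3.85, SE 0.57, limma adjusted p = 8.62e-05), Pf4 (ENSMUSG00000029373, chromosome 5, 91201461 to 91202407) was higher in ST-HSC, at 467 ± 370.1 FPKM (SD, n = 5), than in MPP, at 2.88 ± 1.59 FPKM (SD, n = 6) (log2 change 6.78, SE 0.59, limma adjusted p = 4.51e-09), and Car1 (ENSMUSG00000027556, chromosome 3, 14766217 to 14778459) was higher in CMP, at 1010.1 ± 946 FPKM (SD, n = 5), than in GMP, at 7.50 ± 6.96 FPKM (SD, n = 5) (log2 change 6.90, SE 0.72, limma adjusted p = 2.07e-08). Median-ratio scaling shifted the median log2 change of all genes by 0.12 for LT-HSC against ST-HSC, 0.10 for ST-HSC against MPP, -0.19 for CMP against GMP and -0.14 for CMP against MEP. Of the sorting markers, Slamf1 was at 10.9 ± 4.30 FPKM (SD, n = 5) in LT-HSC and 0.170 ± 0.0885 FPKM (SD, n = 6) in MPP, and Fcgr3 at 155 ± 22.7 FPKM (SD, n = 5) in GMP and 2.32 ± 2.65 FPKM (SD, n = 4) in MEP.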

Values the study reported

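The study reported 133 genes that differed between at least 2 leukaemia subtypes, and that the top 3 principal components held about 80% of the variation between samples. At the same thresholds it reported no gene that differed between MPP:MA9 and CMP:MA9 and 1 that differed between CMP:MA9 and GMP:MA9.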

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

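All tests in this part were chosen only after the results they concern were seen, that of the profile of the GMP:MA9 sample included, since its high Evi1 had been seen although its correlations had not.

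The change from normal cell to leukaemia differed among the 4 origins for 4790 genes. This change depends on the normal cells as well, and these differed, with 1391 genes called between CMP and GMP. The test does not part a difference among normal cells from one among leukaemias. Of 100 splits drawn with as many same-numbered samples parted, 1, the real one, gave as many genes. After the GC and length correction 4822 genes passed, so that trend does not account for the count. Replicate experiments are not identified in the labels, so a batch that follows the groups was not tested and the difference cannot be told apart from one.

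In 238 sets of values from groups of 4 to 10 samples, 21 held a sample far from the others, against 11.9 that chance alone would give. The summed FPKM was 864176 in CMP replicate 5 and 938085 in ST-HSC replicate 4, and the 10 highest genes took 37.9% in GMP replicate 4. On the log2(FPKM + 1) scale, the single samples were Ldhb in MPP:MA9 replicate 4 (2.06), Pou2f2 in MPP:MA9 replicate 2 (3.74), BC100530 in MPP replicate 5 (2.36), Car1 in CMP:MA9 replicate 2 (0.11), Pf4 in the same sample (0.26), Nkg7 in GMP replicate 1 (9.60), Sdpr in MPP replicate 2 (0.52), Gm6158 in ST-HSC replicate 2 (1.88), Fcnb in GMP replicate 1 (7.59), Mpo in MEP replicate 3 (1.90), Gm6565 in CMP replicate 2 (2.25), H2-Aa in MPP:MA9 replicate 4 (4.02), H2-Ob in GMP:MA9 replicate 5 (4.37), Mina in MPP replicate 5 (4.60) and in GMP replicate 3 (4.13), and Meis1 in MPP:MA9 replicate 2 (6.59). Car1 and Pf4 were at 0 in the other CMP:MA9 samples, so these reflect values close to 0. No explanation was tested for these samples.

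Evi1 (Mecom) stood out in CMP:MA9 replicate 2 (1.87) and in GMP:MA9 replicate 2 (4.73), where the other 5 GMP:MA9 samples were at or below 0.99 FPKM and this sample at 25.6 FPKM. A mislabelled GMP:MA9 sample was tested by its correlation with the mean of each leukaemia group, itself left out. The closest was GMP:MA9, with r = 0.924, the lowest correlation with the own group among the 19 leukaemias. Of the 19, 6 were closest to another group, so this correlation decides nothing. A second test took the 20 genes that best part the other GMP:MA9 samples from each other leukaemia group. This sample lay on the GMP:MA9 side for 18 genes against STHSC:MA9, 20 against MPP:MA9 and 18 against CMP:MA9, which goes against an exchange with any of these groups. Applied to all 19, this test left 2 leukaemias with 10 or fewer of the genes on their own side, STHSC:MA9 replicate 1 (7 against MPP:MA9 and 6 against CMP:MA9) and CMP:MA9 replicate 3 (9 against STHSC:MA9 and 9 against MPP:MA9). STHSC:MA9 replicate 1 was closest to CMP:MA9 (r = 0.957, and 0.939 with its own group). CMP:MA9 replicate 3 was closest to STHSC:MA9 (r = 0.967, and 0.954 with its own group). An exchange or mixture is not excluded for either. Evi1 reached 61.99 FPKM in MPP:MA9, 32.18 FPKM in STHSC:MA9 and 2.65 FPKM in CMP:MA9. A mixture would thus need a large part of an MPP:MA9 or STHSC:MA9 sample. In GMP:MA9 replicate 2, Etohi1 was at 0.22 FPKM and Gm4631 at 0.61 FPKM. The lowest values were 18.68 and 13.47 FPKM in MPP:MA9 and 16.93 and 6.89 FPKM in STHSC:MA9. These values argue against a mixture with another leukaemia group, although both genes share sequence with others. A mixture with normal cells was not tested. Evi1 reached 131 FPKM in LT-HSC, 91.4 FPKM in ST-HSC and 50.1 FPKM in MPP. Pf4 and Dntt were at 0 in GMP:MA9 replicate 2. Pf4 was from 82.39 FPKM in LT-HSC and 209.46 FPKM in ST-HSC, and Dntt from 236.49 FPKM in MPP. These values argue against a part of such cells large enough for the high Evi1. Car2 (13.53 FPKM, other GMP:MA9 up to 1.78) and Hlf (2.61, others up to 0.69) go the other way, so a smaller part is not excluded.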

How the results depend on the processing

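Counts between leukaemias and their normal cells stayed within 1.5 times under each alternative run except no fold threshold, and the count of genes whose change differed among origins did so under each alternative run. The share of distance between the 4 leukaemia groups and the count closest to their own origin kept their significance or size with a pseudocount of 0.1, no filter, median-ratio scaling and each leukaemia left out. The lower MHC class II score of STHSC:MA9 did with a pseudocount of 0.1, median-ratio scaling and each leukaemia left out. The same-direction shares for MPP:MA9 and CMP:MA9 did with a pseudocount of 0.1, no filter, median-ratio scaling and the GC and length correction. After that correction, a run chosen after seeing the data, the share of distance was 26.5% between the 4 groups (permutation test, p = 0.00076) and 11.4% for STHSC:MA9 (exact permutation test, p = 0.00826), and the MHC class II difference was -1.39 over the 9 genes past the filter (exact permutation test, p = 0.0114). The replicate block was not run for the shares of distance, the count closest to their own origin, the MHC class II score or the same-direction shares, and the count closest to their own origin was not run after the correction. With all 19 leukaemias closest to GMP, that count is the number of GMP:MA9 samples and cannot show a trace of the origin. For the changes below the cause was not tested.

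With no fold threshold the leukaemia pairs gave 1356 (STHSC:MA9 against MPP:MA9), 77 (against CMP:MA9), 134 (against GMP:MA9), 1934 (MPP:MA9 against GMP:MA9) and 126 genes (CMP:MA9 against GMP:MA9), 407 for STHSC:MA9 against the mean of the others and 2640 in any pair. Leukaemias against their normal cells gave 6101 (STHSC:MA9), 7871 (MPP:MA9), 7538 (CMP:MA9) and 7359 (GMP:MA9), and the normal steps 1137 (LT-HSC and ST-HSC), 2341 (ST-HSC and MPP), 1791 (MPP and CMP), 4541 (CMP and GMP) and 3903 (CMP and MEP).

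A pseudocount of 0.1 gave 5 genes for MPP:MA9 against CMP:MA9 and 173 for STHSC:MA9 against the mean of the others. A fit of only the groups compared gave 34 for STHSC:MA9 against GMP:MA9, 3 for MPP:MA9 against CMP:MA9, 5 for CMP:MA9 against GMP:MA9 and 40 for LT-HSC against ST-HSC.

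With the replicate block, the pairs gave 18 (STHSC:MA9 against CMP:MA9), 35 (against GMP:MA9), 3 (MPP:MA9 against CMP:MA9) and 7 (CMP:MA9 against GMP:MA9), and STHSC:MA9 against the mean of the others 39. The mean correlation of same-numbered samples was -0.0588 over leukaemias and 0.0308 over normal groups.

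The GC and length correction, chosen after seeing the data, gave 48 (STHSC:MA9 against MPP:MA9), 16 (against CMP:MA9), 113 (MPP:MA9 against GMP:MA9), 13 (CMP:MA9 against GMP:MA9), 29 (against the mean of the others) and 180 in any pair. GC content alone gave 45, 17, 124, 14, 29 and 195 in the same order. Together with the replicate block the correction gave 20, 15, 89, 8, 17 and 116, and 30 for STHSC:MA9 against GMP:MA9 and 3 for MPP:MA9 against CMP:MA9. Of the 349 genes between STHSC:MA9 and MPP:MA9, 43 were among the 48 called after correction. Leaving out genes that share at least 50% of their sequence, also chosen after seeing the data, left 7 genes for MPP:MA9 against CMP:MA9. A granulocyte score as a covariate, chosen likewise, gave 319 genes for LT-HSC against ST-HSC where 280 had been and 606 for ST-HSC against MPP where 425 had been.

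The side with more genes depended on the alternative for several results, among them those below. After the GC and length correction there were 11 higher and 5 lower for STHSC:MA9 against CMP:MA9 (20 and 24 from FPKM as deposited), 19 and 10 for STHSC:MA9 against the mean of the others (39 and 64), 1743 and 1652 for MPP:MA9 against MPP (1701 and 1711), 1790 and 1647 for CMP:MA9 against CMP (1641 and 1867), 141 and 123 for LT-HSC against ST-HSC (95 and 185) and 187 and 130 for ST-HSC against MPP (162 and 263). Median-ratio scaling also changed the side for these results, except that against the mean of the others (46 and 47), with 1819 and 1515 for MPP:MA9 against MPP. With the correction and the replicate block together STHSC:MA9 against MPP:MA9 had 12 higher and 8 lower (50 and 299). CMP against GMP had 540 and 538 after the correction alone and 541 and 546 with the block as well (982 and 409). MPP:MA9 against GMP:MA9 had 57 higher and 67 lower with GC content alone and 105 and 117 with length alone (169 and 101). STHSC:MA9 against ST-HSC had 1784 and 1787 with a pseudocount of 0.1, 1620 and 1707 with no filter, 1427 and 1558 with a fit of only the groups compared and 2998 and 3103 with no fold threshold (1551 and 1494).

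Leaving out 1 replicate at a time gave from 180 to 590 genes for STHSC:MA9 against MPP:MA9, from 5 to 195 against CMP:MA9, from 14 to 199 against GMP:MA9 and from 4 to 322 against the mean of the others. It gave from 3 to 16 for MPP:MA9 against CMP:MA9, from 13 to 38 for CMP:MA9 against GMP:MA9 and from 415 to 899 in any pair. The number of STHSC:MA9 samples is 3, with relative depths of 0.562, 0.597 and 0.852, and the values hold no read counts, so the part of depth in these ranges is unknown.

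The share of variance in the first 3 components was 63.0% with a pseudocount of 0.1, 62.8% with no filter, 67.3% with median-ratio scaling and 54.8% with scaled genes, and from 66.4% to 67.0% with each leukaemia left out. The share of distance of STHSC:MA9 ranged from 8.40% to 13.3% with a replicate left out and was not significant without STHSC:MA9 replicate 2 or 3. The MHC class II difference between ST-HSC and the other normal cells was close to 0, from -0.051 to 0.158, and reversed without GMP replicate 1 (-0.050) or 2 (-0.039) and without ST-HSC replicate 2 (-0.012) or 4 (-0.051). The Evi1 difference from CMP:MA9 ranged from 2.77 to 3.89 with a sample left out, and its p before adjustment, 0.0476 with all samples, was above 0.05 in 7 of these 10 comparisons. The difference from GMP:MA9 was 4.63 with a pseudocount of 0.1 and from 2.29 to 3.50 with a sample left out, and its p before adjustment, 0.0519 with all samples, was below 0.05 with that pseudocount and in 3 of these 12 comparisons. With all samples both had an adjusted p of 0.0693, or 0.0433 with a pseudocount of 0.1 and 0.0808 under median-ratio scaling. The share with the same direction in normal cells for STHSC:MA9 against GMP:MA9 rose above chance with no filter (56.9%) and after the GC and length correction (56.7%).

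Among single named genes, the GC and length correction took 11 of 101 results below the threshold, no filter 7, a pseudocount of 0.1 took 5 below and 2 above, and the replicate block 14 below and 1 above. Median-ratio scaling changed none.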

Other observations

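Median-ratio scaling was fixed before the data were examined. All other tests in this part were chosen only after the patterns they concern were seen. Of these, the tests of depth and of granulocyte and B cell lists were chosen before the values they measure were seen. That of the closest group of all stem cell samples was too, and no other was.

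The number of genes called in at least 1 leukaemia pair was 584. That is higher than the value quoted from the study above. The number for MPP:MA9 against CMP:MA9 was 14 and that for CMP:MA9 against GMP:MA9 was 25. Both are higher than the values quoted from the study above. The study used edgeR on RSEM counts, and the numbers here come from limma on log2(FPKM + 1), so the methods differ. In the same order, a fit of only the groups compared gave 3 and 5 genes, and the replicate block 3 and 7.

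The counts among leukaemias may partly reflect GC content. After each sample's trend on GC content and length was removed, 48 genes were called where 349 had been for STHSC:MA9 against MPP:MA9 (43 in both), 16 where 44 had been against CMP:MA9 and 60 where 65 had been against GMP:MA9. MPP:MA9 against CMP:MA9 gave 14 both times, MPP:MA9 against GMP:MA9 113 in place of 270, CMP:MA9 against GMP:MA9 13 in place of 25, STHSC:MA9 against the mean of the others 29 in place of 103, and any pair 180 in place of 584. Genes absent from the annotation had no GC content or length, so being called both times says nothing about the trend for them. Of called genes, 325 of 349 for STHSC:MA9 against MPP:MA9, 30 of 44 against CMP:MA9 and 46 of 65 against GMP:MA9 had annotated sequence. For MPP:MA9 against CMP:MA9 it was 10 of 14. Genes with annotated sequence that were called both times are not fully explained by the trend. The normal cells of origin mostly had slopes of the same signs as their leukaemias: positive in all 6 MPP samples, from 0.0844 to 0.256, and all 5 CMP samples, from 0.0374 to 0.199, negative in all 5 GMP samples, from -0.259 to -0.145, and in 4 of 5 ST-HSC samples, from -0.240 to -0.0730, with ST-HSC replicate 4 at 0.0524. So a real difference in expression of genes rich in GC cannot be told apart from a library effect.

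Depth and scaling were examined for the 349 genes between STHSC:MA9 and MPP:MA9. The median expression of called genes was at percentile 97.2 of random lists of tested genes, but a log2(FPKM + 1) scale and a fold threshold also make low genes harder to call, so a difference in depth cannot be told apart from the other explanations. Median-ratio scaling gave 287 genes.

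Sequence shared between genes is a candidate source of some calls. Genes with at least 50% shared sequence made up 15.4% of those called in any pair and 5.92% of other tested genes (Fisher's exact test, p = 8.42e-14). The p-values were 0.00744 for STHSC:MA9 against MPP:MA9, 5.51e-17 for MPP:MA9 against GMP:MA9 and 0.254 for STHSC:MA9 against the mean of the others. For STHSC:MA9 against CMP:MA9 (p = 0.00225) and GMP:MA9 (p = 0.000106), MPP:MA9 against CMP:MA9 (p = 1.07e-05) and CMP:MA9 against GMP:MA9 (p = 0.000846) Fisher's exact test is void, since fewer than 80% of called genes had a value. IDs with values identical to another ID made up 10 of the 349 called between STHSC:MA9 and MPP:MA9, 8 of the 44 between STHSC:MA9 and CMP:MA9, 10 of the 65 between STHSC:MA9 and GMP:MA9, 10 of the 103 between STHSC:MA9 and the mean of the others, 5 of 270 between MPP:MA9 and GMP:MA9 and 3 of 25 between CMP:MA9 and GMP:MA9, and are uncertain. With identical values counted once, the counts were 341, 31, 53, 95, 267 and 23 in the same order.

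Other splits of the same samples that parted as many same-numbered pairs were compared with each real one. The real split alone gave as many genes (1 split) in 32 splits for MPP:MA9 against GMP:MA9, MPP:MA9 against MPP, GMP:MA9 against GMP, ST-HSC against MPP and MPP against CMP, and in 100 drawn for any leukaemia pair. For STHSC:MA9 against the mean of the others 2 of 64 splits did. The other designs have too few splits to pass 0.05: 1 of 8 for STHSC:MA9 against MPP:MA9, CMP:MA9 and ST-HSC, 2 of 8 for STHSC:MA9 against GMP:MA9, and 1 of 16 for MPP:MA9 against CMP:MA9, CMP:MA9 against GMP:MA9, CMP:MA9 against CMP, LT-HSC against ST-HSC, CMP against GMP and CMP against MEP. Among splits that part fewer same-numbered pairs, 7 of 40 gave as many genes for LT-HSC against ST-HSC, 1 of 27 for STHSC:MA9 against CMP:MA9 and 1 of 40 for CMP:MA9 against GMP:MA9. None did for the other pairs and steps, and no such splits were drawn for any leukaemia pair.

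S100a8 was at 6.49, 11.01, 10.93, 20265 and 10324 FPKM in LT-HSC replicates 1 to 5 and at 11.6, 41.3, 352, 12625 and 2201 FPKM in ST-HSC replicates 1 to 5. RNA from granulocytes in these sorted samples is a candidate source. In the 4 samples above 1000 FPKM, the deviation of a list of 10 other granulocyte genes from the group median was at percentile 100 of random lists. With a granulocyte score as a covariate the genes called numbered 319 between LT-HSC and ST-HSC, in place of 280, and 606 between ST-HSC and MPP, in place of 425, so removing the score did not lower either count. Mislabelling was tested by the closest normal group, and 1 of the LT-HSC and ST-HSC samples was closest to CMP, GMP or MEP. That sample was LT-HSC replicate 1, closest to MEP, where S100a8 was 6.49 FPKM; of the 4 samples with high S100a8, 0 were. The r of LT-HSC replicate 1 was 0.940 with MEP and 0.932 with LT-HSC. The other 4 LT-HSC samples were closest to ST-HSC and none to LT-HSC, and ST-HSC replicate 4, with high S100a8, was closest to LT-HSC, so this correlation could not show an exchange between these 2 groups. A second test took the 20 genes that best part 2 groups, with the sample in question left out of the choice. LT-HSC replicate 1 lay on the LT-HSC side for 17 genes against MEP, which goes against its being an MEP sample. This count does not exclude a mixture with MEP cells. Between LT-HSC and ST-HSC, the samples with high S100a8 lay on their own side for 10 (LT-HSC replicate 4), 16 (LT-HSC replicate 5), 13 (ST-HSC replicate 4) and 19 genes (ST-HSC replicate 5). LT-HSC replicate 4 thus lay between the groups, and an exchange or mixture is not excluded for it. A real difference among sorted stem cells was not tested.

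Igkc, an antibody light chain gene, averaged 1894 FPKM in LT-HSC, 3754 in ST-HSC and 4030 in MPP, and 11.6 in CMP, 9.95 in GMP and 45.8 in MEP. Not every sample followed its group, since ST-HSC replicate 5 (93.8 FPKM) and MPP replicate 6 (83.7 FPKM) lay below MEP replicate 4 (99.4 FPKM). RNA from B cells or plasma cells is a candidate source, and a list of 9 other genes of these cells was at percentile 99.8 of random lists for LT-HSC, ST-HSC and MPP against the other normal samples. The list did not follow Igkc in MEP, where replicates 3 and 4 had scores of 2.81 and 3.12, above the MPP mean of 2.38, with Igkc at 20.8 and 99.4 FPKM. Expression of these genes by the stem and progenitor cells themselves cannot be told apart from it.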
